A study of Arabidopsis thaliana with 16 samples. Its data were reported in "TERMINAL FLOWER 1-FD complex target genes and competition with FLOWERING LOCUS T" (2020).

How the data were processed

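Chromatin immunoprecipitation and sequencing had been carried out on shoot apices of 42-day-old Arabidopsis thaliana Col-0 plants grown in short days. The 16 samples were grouped by the sample titles, since labels and design text differ on background genotypes, into gFD-GUS (2), gTFL1-GFP (4), fd-1 gTFL1-GFP (2), non-transgenic control (2), control for fd-1 gTFL1-GFP (2), gTFL1-GFP input (3) and non-transgenic control input (1). FD was precipitated with an antibody to GUS, and TFL1 and the controls with an antibody to GFP. For each ChIP sample several precipitations had been combined.

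The authors trimmed single-end reads, mapped them to TAIR10 with Bowtie2 2.3.1, kept uniquely mapped reads of high mapping quality without duplicates, and called peaks with MACS2 on the pooled ChIP of a group against pooled non-transgenic controls. Their processing notes name MACS2 2.1.1 and 2.1.0.20151222, and bedtools 2.26.0. Peaks were deposited where the -log10 of the q-value at the summit was at least 10. In each deposited peak list the authors give the fold enrichment at the summit, a ratio of ChIP pileup to local control background, and the -log10 of the summit q-value. The FD list was also called against controls made with the antibody to GFP, as far as the labels show. The control and input samples were used only inside these calls. Their own signal, the reads of each sample, and the signal tracks, which the labels name as merged over samples, were not analysed here. The lists hold no read totals and no values per sample, so they give neither depth nor replicate spread, and Wilson intervals (95%) over peaks cover counting error only.

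Everything below was computed from the 3 lists and from the TAIR10.1 sequence and annotation, whose 5 nuclear chromosomes have the same names and lengths as TAIR10. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Start positions were converted to count from 1. Peaks overlapped when they shared 1 bp or more. The overlap of TFL1 and FD peaks was tested with a one-sided hypergeometric test and a universe of 10000 peaks, after the study's methods. Peaks of the fd-1 list were placed at random within their chromosomes 10000 times. Summit distances were tested by exchanging relative summit positions between peaks 10000 times, differences in median fold by permutation with 100000 resamples, and correlations across overlapping pairs by 10000 permutations. Peaks are not independent replicates, so these tests describe the lists and not the plants.

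For sequence tests each summit was given 5 unbound positions at the same distance from the start site of a random gene, at least 300 bp from any peak. Exact CACGTG was sought within 250 bp of the summit on each side, and every hexamer, joined with its reverse complement, within 50 bp (2080 hexamers). Summit classes were compared with 100000 random nuclear positions. These tests were two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over hexamers per list, or over classes and the FD and TFL1 lists. A p too small for the machine is given as the log10 of the one-sided p.

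A summit was assigned to the protein-coding gene it lay in, or else to the nearest gene whose start site lay within 4 kb downstream. The 19 gene lists, fixed from textbook knowledge before the data were examined, include a housekeeping control and leaf, root and vascular markers as lists for other cell types. Each was tested against all other protein-coding nuclear genes (27444 in all) for genes bound by both proteins, with Benjamini-Hochberg adjustment over the 19 lists at 0.05. Another test drew 10000 random lists in which each member was replaced by 1 of the 100 genes closest in length and upstream space.

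The genes named follow a rule fixed before the data were examined. It takes LFY, AP1, FUL, SOC1, GI, CO and MYB17, the loci the study showed. It takes up to 4 members per list bound by both with the highest TFL1 fold, or up to 2 bound by either protein where none was bound by both. It takes the 5 strongest peaks of the FD and TFL1 lists, the 5 strongest peaks of each with no peak in the other list, every fd-1 peak, and TFL1 and FD. FT, BRC1, CLV3 and WUS, and the fd-1 values at unbound loci, were added after their values were seen.

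The procedures were tested on simulated data. Of 200 overlaps planted among 3308 random peaks, 187 were counted beyond chance. All 5 planted hexamers of 2080 were called, with 0 others. Both sets of windows in that run came from the same random positions, so it could not show calls that arise from differing base composition. All 5 planted gene lists of 19 were called, and 0 of 19 random lists were called in a separate run with none planted. Alternatives fixed before the data were examined were -log10 q thresholds of 20 and 50, the 2000 strongest peaks, merged intervals, other definitions of overlap, other universes (5358 and 20000) and placements, windows of 100 and 50 bp, the -log10 q in place of fold, and assignment within 1 kb or to every gene within 4 kb. The comparison of G-boxes between FD peaks with and without TFL1, its alternatives, and the fd-1 overlaps without the peak in TFL1 were added after the data were seen.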

Results

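ChIP-seq mapped chromosomal binding of FD and of TFL1 in shoot apices of Arabidopsis plants grown for 42 days in short days. FD is a bZIP transcription factor that binds DNA directly. TFL1 is a relative of the florigen FT that keeps shoots indeterminate, and it has no DNA-binding domain of its own. The 16 samples fell into 7 groups. Immunoprecipitated chromatin came from gFD-GUS plants (2 samples), gTFL1-GFP plants (4 samples) and gTFL1-GFP in the fd-1 mutant (2 samples). The 4 gTFL1-GFP samples were titled as sets A and B, and 1 peak list pooled both sets. Plants without a tagged protein gave 2 control samples, and the control for fd-1 gTFL1-GFP had another 2. The study's text and the design text place gFD-GUS in the fd mutant and gTFL1-GFP in the tfl1 mutant, where the sample labels give wild type. The genotype of the control for fd-1 gTFL1-GFP is in doubt, with an fd control named in the design text and wild type in the labels. Groups are named by their transgene, and gTFL1-GFP without fd-1 is the reference for fd-1 gTFL1-GFP. Input chromatin came from gTFL1-GFP (3 samples) and from the non-transgenic control (1 sample). The processed data were 3 peak lists, each called by the authors on pooled samples of 1 group. No value therefore has a replicate error, the read depth is unknown, and intervals cover counting error over peaks only. Fold enrichment is the authors' value at the peak summit over the control, and values compare peaks within 1 list. Coordinates refer to TAIR10.

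The first question was how far FD and TFL1 occupied the same places. LFY, the master regulator of floral fate, CO, the photoperiod regulator that activates FT, and CCA1, a core transcription factor of the circadian clock, each carried overlapping peaks of both proteins. The FD list held 4422 peaks with a median fold of 3.90 (quartiles 2.89 and 6.24), and the TFL1 list held 3308 with a median of 4.17 (quartiles 3.09 and 6.33). FD peaks covered 2.81% of the nuclear genome and TFL1 peaks 1.35%. Of the TFL1 peaks, 2372 (71.7%, 95% Wilson interval 70.1 to 73.2) overlapped an FD peak by 1 bp or more. Counted from the other side, 2349 FD peaks (53.1%, 51.6 to 54.6) overlapped a TFL1 peak. Among the 827 TFL1 peaks of highest fold, 93.5% had an FD peak, against 47.6% of the 830 of lowest fold. Among FD peaks, 82.7% of the 1106 of highest fold and 28.5% of the 1123 of lowest fold had a TFL1 peak.

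The strongest TFL1 peak lay 38 bp upstream of AT1G69480, a gene of the EXS family, with a TFL1 fold of 18.3 and an FD fold of 13.5. Next came an intergenic peak nearest to XYL1 (17.1), then EMB1303 (16.5), MAPKKK15 (16.3) and AT4G23050 (16.2). Of these 5 peaks, the one at EMB1303 had no FD peak. The strongest FD peak lay 1002 bp upstream of TPS11, a gene of the trehalose-6-phosphate synthase family, at 36.3-fold. AT5G06980 (36.0), an intergenic peak nearest to AT2G19802 (35.0), AT5G60680 (34.4) and AFP1 (33.6), which encodes an ABI5-binding protein, followed, and all 5 overlapped a TFL1 peak. Among TFL1 peaks without an FD peak, the highest folds after EMB1303 were at AAE13 (12.6), CRR6 (11.8), the cyclin gene CYCA1;1 (11.6) and AT2G46550 (11.2). Among FD peaks assigned to a gene and without a TFL1 peak, the highest were at AT1G05136 (31.6), AT5G03380 (24.4), AT1G07135 (21.8), the heat shock gene HSP70 (21.2) and AT5G10695 (18.8).

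With a universe of 10000 possible peaks, 1463 TFL1 peaks would overlap by chance, so the observed count was 1.62 times the expectation (one-sided hypergeometric test, log10 p = -336). Random placement of the TFL1 peaks within their chromosomes gave a mean of 150.7 overlaps and at most 198 (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). The expectation depends on the assumed universe: with the union of both lists, 5358 places, it was 2730, above the observed count. Both lists were called against non-transgenic control chromatin, so part of the excess may reflect control reads that they shared.

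At the loci that the study singled out on these samples, FD and TFL1 peaks lay together at all 7. LFY had its summits in the coding part of exon 2, on chromosome 5, with a TFL1 peak from 24845123 to 24846042 at 8.87-fold and an FD peak at 5.95-fold. A G-box (CACGTG, from 24845501 to 24845506) was centred -3 bp from the TFL1 summit, and 2 copies of the C-box GACGTC started at 24845364 and 24845386. AP1, a MADS-box gene that specifies floral meristem identity, was bound 109 bp upstream, at 4.08-fold for TFL1 and 4.32-fold for FD. Its summit window held no G-box but a GACGTC from 25986474 to 25986479 on chromosome 1. FUL, a related MADS-box gene, was bound 91 bp upstream at 4.66-fold for TFL1 and 7.58-fold for FD. CO was bound in the 5' UTR within exon 1, with a G-box from 5172817 to 5172822 on chromosome 5, at 7.97-fold for TFL1 and 8.11-fold for FD. GI, which acts upstream of CO, was bound 944 bp upstream of its start, at 4.19-fold for TFL1 and 13.0-fold for FD. SOC1, a MADS-box gene that promotes flowering, carried peaks 3259 bp upstream, at 2.63-fold for TFL1 and 4.51-fold for FD. MYB17 had folds of 3.51 for TFL1 and 9.89 for FD, 611 bp upstream. FT itself had an FD peak at 2.83-fold and no TFL1 peak.

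**Figure D1:**
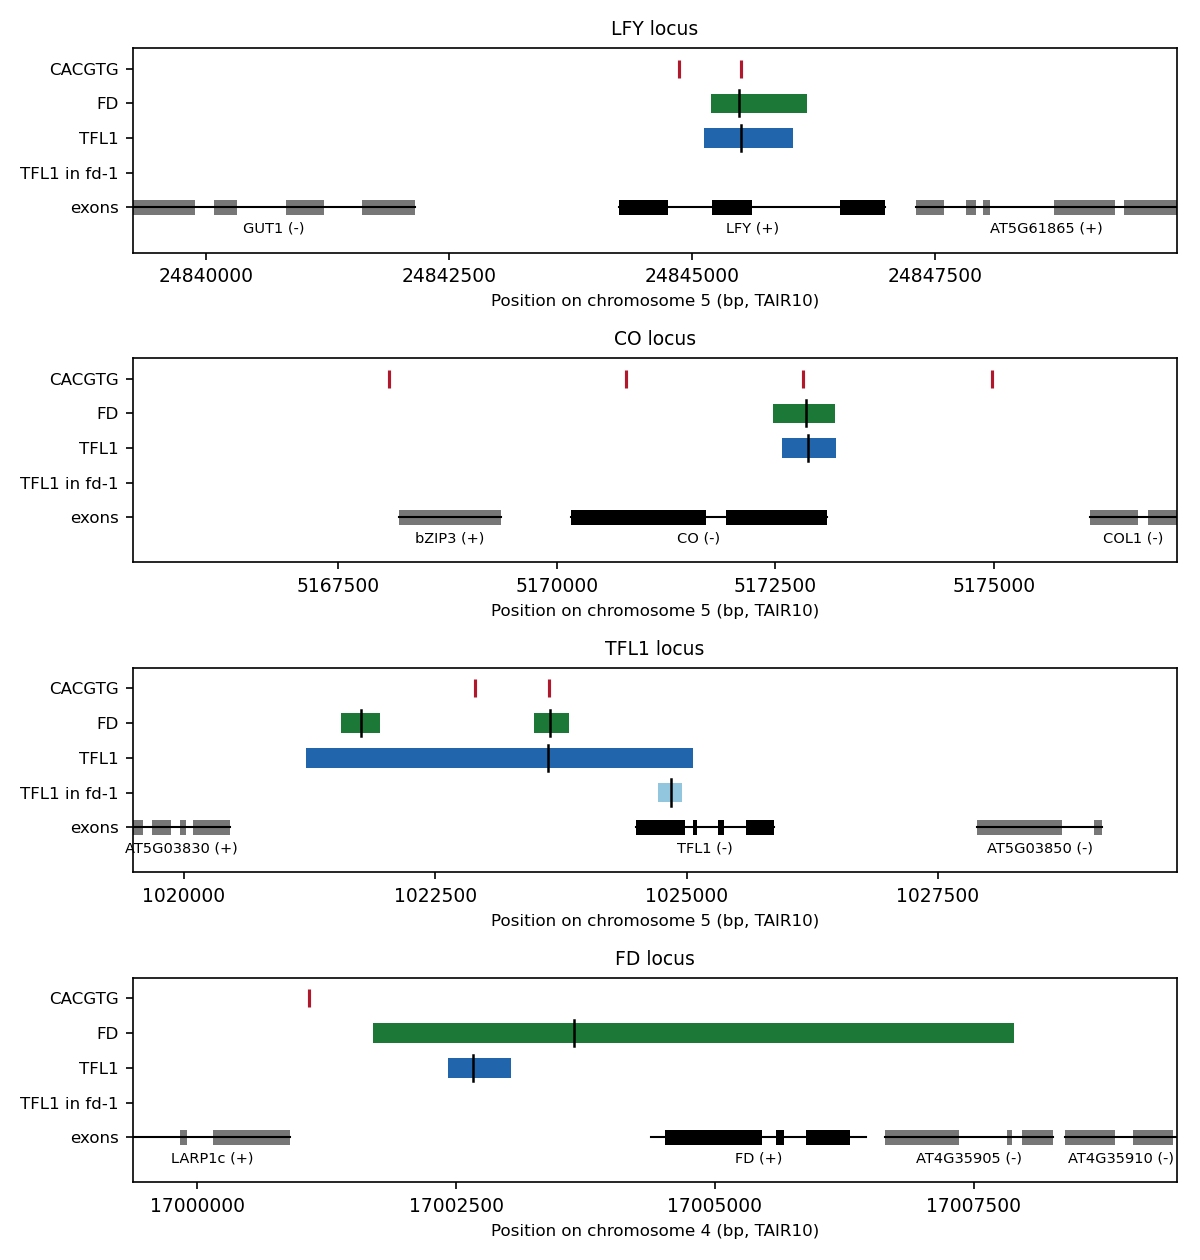
Maps of the LFY, CO, TFL1 and FD genes on TAIR10 (x axes, position in bp), with peaks of each list as bars, their summits as black ticks, exact CACGTG sites as red ticks and exons as boxes. Genes lying wholly inside the named gene were left out of the drawing, and TFL1 and FD each carry the widest peak of the list made from their own transgene.

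The question behind the fd-1 samples was whether TFL1 binding needs FD. In fd-1, 6 TFL1 peaks were called, with folds from 2.89 to 3.97, where the gTFL1-GFP list had 3308. LFY, AP1, FUL, SOC1, GI, CO and MYB17 had no TFL1 peak in fd-1. The gTFL1-GFP peaks overlapped by an fd-1 peak numbered 5 (0.151%, 95% Wilson interval 0.0646 to 0.353). The 2 strongest gTFL1-GFP peaks were among them: AT1G69480 had 3.97-fold in fd-1 and 18.3-fold in gTFL1-GFP, and the peak near XYL1 had 3.63-fold and 17.1-fold. Folds of separate lists are not on a common scale, so their ratio does not measure lost occupancy. The peak upstream of AGP25, an arabinogalactan protein gene, had 3.40-fold in fd-1, and its summit fell on the same base as that of the gTFL1-GFP peak (13.9-fold). These 3 peaks held a G-box within 250 bp of the summit, and the other 3 had none. AT4G29780 was called at 2.91-fold within its coding exon, 513 bp from the gTFL1-GFP summit. ERD15, a dehydration-response gene, was called at 2.89-fold in its 3' UTR, where gTFL1-GFP had no peak and FD had 8.20-fold. The remaining peak lay in a coding exon of TFL1 itself, at 3.16-fold, where the plants carried added TFL1 sequence.

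Of the 6 fd-1 peaks, 5 overlapped a gTFL1-GFP peak and 5 overlapped an FD peak, against means of 0.128 and 0.236 in random placement (one-sided permutation p = 0.0001 for each, the smallest that 10000 draws can give). Without the peak in TFL1, left out after the data were seen, 4 of 5 overlapped a gTFL1-GFP peak and 5 of 5 an FD peak (permutation p = 0.0001 for each, again the smallest possible). With summits within 100 bp, 3 of the 6 lay at a gTFL1-GFP peak and 4 at an FD peak. The fd-1 list pooled 2 samples and the gTFL1-GFP list 4, at unknown depth, so the number of peaks lost was not tested. At a -log10 q of 20 or more, 0 fd-1 peaks were left.

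The gTFL1-GFP and gFD-GUS plants carried extra genomic copies of TFL1 and FD. The TFL1 list had its widest peak, 3854 bp, from 1021215 to 1025068 on chromosome 5, over the end of TFL1 and the sequence 3' of it, at 7.97-fold. The FD list had its widest peak, 6197 bp, from 17001697 to 17007893 on chromosome 4, over the whole FD gene, at 14.8-fold. The added copies can raise coverage over their own gene without binding. In the lists made from the other transgene, TFL1 had a peak upstream of FD, from 17002421 to 17003033, at 7.90-fold, and FD had a pair of peaks 3' of TFL1, at 3.25-fold and 2.51-fold.

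Where both proteins were bound, they peaked at nearly the same bases. At CCA1, at ABI5, a bZIP factor of abscisic acid signalling, and at SEP3, a MADS-box gene of floral organ identity, the summits of FD and TFL1 were 0 bp apart. At LFY they were 23 bp apart and at FUL 1 bp. Over 2378 overlapping pairs the median distance was 15 bp (quartiles 6 and 33), and 84.6% of pairs lay within 50 bp. Exchanging relative summit positions between peaks gave a mean median of 71.4 bp and no value under 65.1 (one-sided permutation p = 0.0001, the smallest that 10000 draws can give). TFL1 peaks with an FD peak had a median fold of 4.88, against 3.17 for those without. FD peaks with a TFL1 peak had 5.07, against 3.16. Both differences passed a two-sided permutation test across peaks (p = 1e-05, the smallest that 100000 resamples can give).

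The strengths of both proteins rose together across shared peaks, but loosely. TPS11 was high for both, at 15.2-fold for TFL1 and 36.3-fold for FD. BES1, a transcription factor of brassinosteroid signalling, was high for TFL1 (9.36) and near the list median of 3.90 for FD (3.73). GBF3, a G-box binding bZIP factor, was high for FD (25.3) and lower for TFL1 (7.0). Pearson's r of the log2 folds was 0.363 and Spearman's rho 0.348 across the 2378 pairs (permutation p = 0.0001 for each, the smallest that 10000 draws can give). These are correlations across peaks, which are not independent replicates, and shared controls may add to them by an amount that peak lists cannot give.

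**Figure D2:**
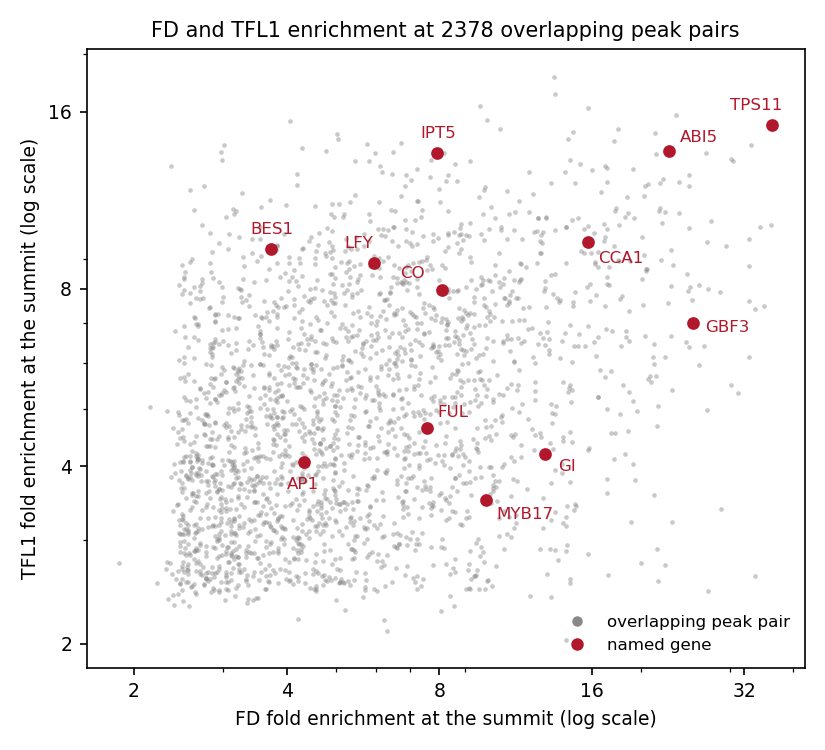
Fold enrichment of TFL1 (y axis, log scale) against that of FD (x axis, log scale) at the 2378 overlapping peak pairs, each a grey point, with named genes in red. The cloud rises loosely (Spearman's rho 0.348), with TPS11 high for both proteins and BES1 and GBF3 far to either side.

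The sequence under the summits was then compared with unbound positions at matched distances from start sites. TFL1 summits carried the G-box CACGTG within 250 bp at 2348 of 3308 peaks (71.0%, 95% Wilson interval 69.4 to 72.5), against 4.98% of unbound positions (odds ratio 46.6, Fisher's exact test, one-sided log10 p = -1501). FD summits carried it at 2151 of 4422 peaks (48.6%, 47.2 to 50.1), against 4.79% (odds ratio 18.8, log10 p = -1076). The nearest G-box was centred a median of 6.5 bp from TFL1 summits and 14.5 bp from FD summits. TFL1 peaks with an FD peak had a G-box in 73.2% of cases and those without in 65.3% (two-sided Fisher's exact test, odds ratio 1.46, p = 7.78e-06). At a -log10 q of 50 or more this difference was 6.12 percentage points and no longer passed the test (Fisher's exact p = 0.0568). The contrast was far wider on the FD side, in a comparison added after the data were seen: 71.5% of FD peaks with a TFL1 peak had a G-box, against 22.7% of those without (odds ratio 8.54, Fisher's exact p = 1.44e-240).

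**Figure D3:**
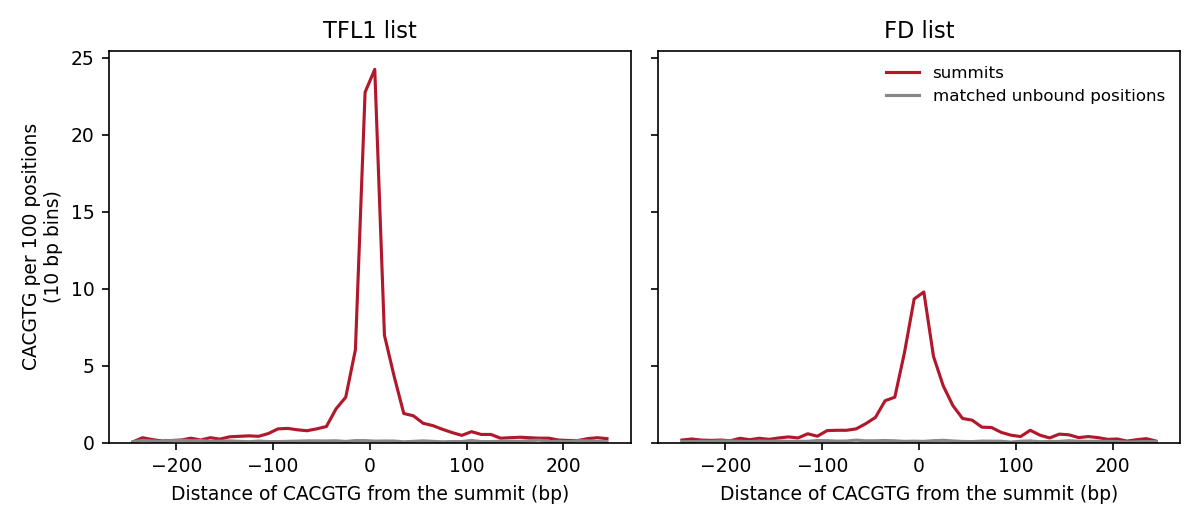
Number of CACGTG sites per 100 positions (y axis) in 10 bp bins of distance from the summit (x axis, bp), for the TFL1 list and the FD list, with matched unbound positions in grey. The sites gather at the summits of both lists, a median of 6.5 bp away for TFL1 and 14.5 bp for FD.

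In a search over all 2080 hexamers within 50 bp of the summits, CACGTG differed most from unbound windows in both lists, with 65.6% of TFL1 windows against 1.06% and 1769 of 4422 FD windows against 1.09%. By share of FD windows alone, the overlapping hexamers ACGTGG (40.6%) and ACACGT (40.4%) stood slightly higher. Of the 26 hexamers with the bZIP core ACGT, 25 were enriched in each list at an adjusted p under 0.05 (Fisher's exact test, Benjamini-Hochberg over all hexamers). Among all 2080 hexamers, 682 were enriched in the TFL1 list and 862 in the FD list. Unbound positions were matched on distance to start sites and not on base composition, so a small enrichment alone does not mark a binding motif. The C-box GACGTC was enriched weakly, in 1.57% of TFL1 windows against 0.931% (adjusted exact p = 0.00422) and in 1.49% of FD windows against 0.896% (adjusted exact p = 0.00129). The A-box TACGTA was in 2.39% of TFL1 windows against 1.56% (adjusted exact p = 0.00284), and AACGTT did not pass (adjusted exact p = 0.213). An ACGT core lay within 50 bp of 88.7% of TFL1 summits and 86.5% of the TFL1 summits without an FD peak, but of 45.3% of the FD summits without a TFL1 peak. Overlapping hexamers share bases, so their calls are not independent.

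Summits of both proteins were concentrated just upstream of genes and in 5' UTRs. The region up to 1 kb upstream, where the summits of AP1, FUL, CCA1 and PRR9 lay, held 38.2% of TFL1 summits and 29.5% of FD summits, against 13.3% of random positions (odds ratios 4.02 and 2.72). The 5' UTRs, as at CO, COL1 and PIF4, held 18.6% of TFL1 and 14.02% of FD summits, against 4.98%. Introns held 2.78% and 2.60%, against 15.4%. Coding exons, where LFY was bound, held 16.1% of TFL1 summits and 26.2% of FD summits, against 28.1%. All of these differences passed Fisher's exact test (the weakest was FD in coding exons, adjusted exact p = 0.00624), and TFL1 from 1 to 4 kb upstream did not (adjusted exact p = 0.176). In both lists the peaks without the other protein lay more often in coding exons, in comparisons added after the data were seen. For FD this was 38.4% of peaks without TFL1, against 15.4% of those with it (odds ratio 3.43, Fisher's exact p = 1.53e-68). For TFL1 it was 23.3% of peaks without FD, against 13.3% of those with it (odds ratio 1.98, Fisher's exact p = 9.67e-12). HSP70, AT5G03380, AT1G07135 and AT5G10695, 4 of the 5 strongest FD peaks without TFL1 assigned to a gene, had their summit in a coding exon and no G-box within 250 bp.

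**Figure D4:**
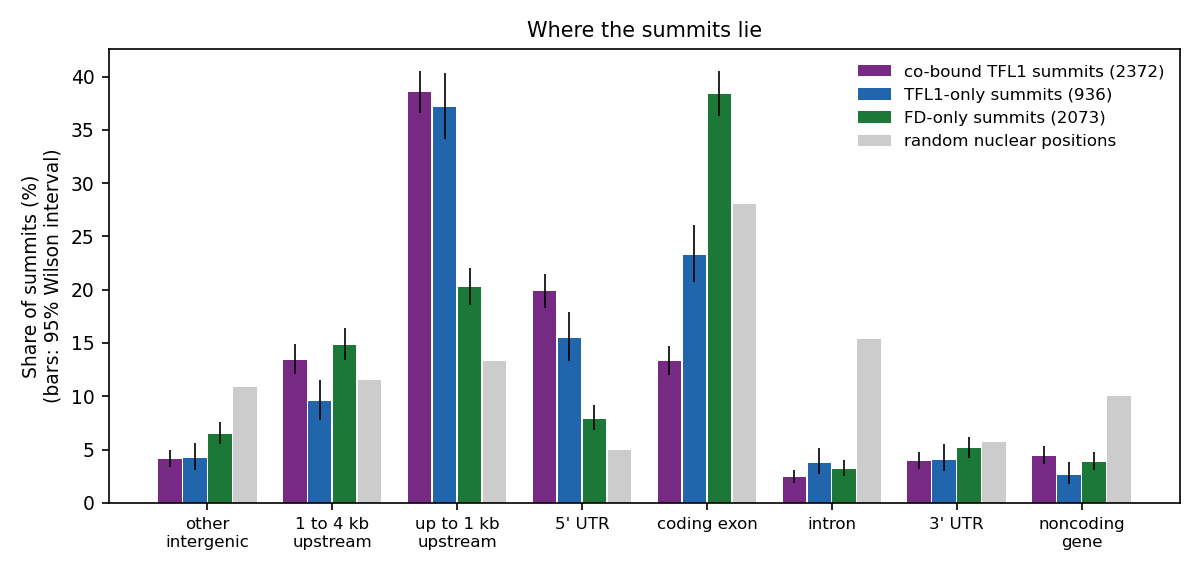
Share of summits (y axis, %) in each annotation class (x axis) for TFL1 summits with an FD peak, TFL1 summits without one, FD summits without a TFL1 peak, and random nuclear positions, with 95% Wilson intervals. FD summits without TFL1 stood at 38.4% in coding exons, above the 28.1% of random positions.

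Assigning summits to genes gave 3647 FD genes and 3020 TFL1 genes among 27444 protein-coding nuclear genes. Both proteins were assigned to 2180 genes, 5.43 times the 401 expected (one-sided hypergeometric test, log10 p = -1487). Counting every gene within 4 kb gave 3960 shared genes, and a -log10 q of 50 or more in both lists gave 817. The folds given for a gene are those of its strongest FD and its strongest TFL1 peak, which need not be an overlapping pair: at GA2OX4 and CKX5 these summits lay 3596 and 3161 bp apart, although both genes also had an overlapping pair. Of the genes bound by both, 45 had no TFL1 peak that overlapped an FD peak, among them AHA3, whose FD and TFL1 summits lay 945 bp apart.

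The lists for the circadian clock, abscisic acid, sugar signalling, light signalling and auxin held genes bound by both proteins more often than the 7.94% of all genes. The circadian clock list had 11 of 20 members bound by both (adjusted exact p = 6.30e-07), among them CCA1 (TFL1 fold 9.62, FD fold 15.7), RVE1 (9.29 and 15.3), the pseudo-response regulator PRR9 (8.93 and 18.1) and BOA (8.25 and 13.0). Abscisic acid had 20 of 43 (adjusted exact p = 2.81e-10), led by ABI5 (13.7 and 22.7), the phosphatase gene HAI1 (13.3 and 30.1), TMAC2 (13.2 and 30.4) and AFP2 (12.5 and 24.9). Trehalose-6-phosphate and sugar signalling had 11 of 21 (adjusted exact p = 8.19e-07), with TPS11, TPS7 (10.96 and 17.9), TPS6 (10.5 and 10.3) and the phosphatase gene TPPF (8.10 and 22.9). Light signalling factors had 9 of 19 (adjusted exact p = 1.74e-05), with PIF4 (10.5 and 12.6), PIF5 (9.72 and 10.9), GBF3 and GBF2 (6.12 and 21.2). Auxin had 15 of 40 (adjusted exact p = 8.52e-07), with the receptor gene TIR1 (8.15 and 6.79), the response factors ARF19 (8.06 and 15.6) and ARF2 (7.72 and 11.4), and the efflux carrier gene PIN4 (7.37 and 8.97).

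Flowering genes were bound more often too, though the floral fate and photoperiod lists hold loci that the study chose on these samples. From the same samples it also named targets in the abscisic acid, sugar, auxin, cytokinin, brassinosteroid, strigolactone and chromatin lists, and GI is in the clock list. The counts of all these lists are therefore not independent evidence. Photoperiod and flowering induction had 9 of 22 members bound by both (adjusted exact p = 6.44e-05), with CDF5 (TFL1 fold 10.3, FD fold 16.9), a repressor of CO, CO itself, COL2 (7.90 and 8.32) and COL1 (6.53 and 13.97). Floral fate had 8 of 25 (adjusted exact p = 0.00118), with LFY, SEP3 (8.16 and 4.94), SEP1 (7.22 and 9.12) and ARF5 (6.85 and 6.95), an auxin response factor needed for flower initiation. Markers of leaf photosynthesis, fixed as a list for another cell type, had 11 of 22 (adjusted exact p = 9.12e-07), among them the light-harvesting genes LHCA2 (9.92 and 3.08), LHCB2.3 (7.34 and 5.54) and LHCB2.1 (5.95 and 7.05), and RBCS3B (7.19 and 4.96), for the small subunit of Rubisco. These 8 lists were also called against random lists matched on gene length and upstream space, floral fate with an adjusted permutation p = 0.0280.

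The calls of another 4 lists were lost against matched random lists. Floral repressors and the FD/TFL1 family had 5 of 18 members bound by both (adjusted exact p = 0.0194, and adjusted permutation p = 0.223 against matched lists), with FD, TOE2 (TFL1 fold 7.40, FD fold 4.29), MFT (6.17 and 7.34) and the vernalization gene FLC (4.45 and 2.92). The FD peak at FD lay over the added copies of that gene, which can give a peak without binding. Gibberellin had 6 of 21 (adjusted exact p = 0.00907, and adjusted permutation p = 0.151 against matched lists), with the catabolic oxidase genes GA2OX4 (9.48 and 10.1), GA2OX6 (9.34 and 4.29) and GA2OX1 (3.47 and 7.77), and the DELLA gene RGA (3.83 and 8.59). Cytokinin had 7 of 34 (adjusted exact p = 0.0251, and adjusted permutation p = 0.399 against matched lists), with IPT5 (13.6 and 7.92) for biosynthesis, the response regulator ARR1 (9.19 and 10.5), CKX5 (5.15 and 4.57) and LOG5 (3.82 and 6.95). Vascular markers, a list for another cell type, had 5 of 14 (adjusted exact p = 0.00723, and adjusted permutation p = 0.151 against matched lists), with the sucrose transporter gene SUC2 (6.50 and 2.89), VND6 (6.15 and 2.84), AHA3 (5.59 and 2.87) and SWEET11 (3.91 and 2.65).

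The remaining 7 lists did not pass. Strigolactone and branching had 4 of 18 members bound by both (adjusted exact p = 0.0723): HB53 (TFL1 fold 10.96, FD fold 21.8), HB40 (10.7 and 18.9), SMXL8 (7.18 and 7.19) and MAX2 (5.60 and 9.12). At a -log10 q of 50 or more the list again had 4 members bound by both and passed (adjusted exact p = 0.00541). BRC1, which represses branch outgrowth, had an FD peak (4.77) and no TFL1 peak. Shoot meristem genes had 4 of 21 (adjusted exact p = 0.109), with AS1 (7.93 and 12.9), AIL5 (4.93 and 8.88), KNAT2 (4.13 and 7.68) and KNAT6 (3.93 and 9.14), while CLV3 (6.35) and WUS (2.32), regulators of the stem cell pool, had a TFL1 peak and no FD peak. Brassinosteroid had 4 of 22 (adjusted exact p = 0.117), with BES1, BIM1 (7.34 and 10.02), BIM2 (3.90 and 2.41) and the receptor gene BRI1 (2.89 and 5.43). Chromatin and co-regulators had 4 of 23 (adjusted exact p = 0.124), with the co-repressor genes TPR1 (7.88 and 5.20), TPR2 (5.99 and 12.3) and TPL (2.96 and 7.29), and the remodeller gene BRM (3.30 and 2.49). The 14-3-3 proteins, which bridge FD to its florigen partners, had 2 of 11 (adjusted exact p = 0.228), 14-3-3psi (7.82 and 11.02) and 14-3-3upsilon (6.15 and 2.51). The housekeeping control list had 3 of 19 (adjusted exact p = 0.210), GAPC1 (7.26 and 3.83), ROC3 (5.11 and 3.61) and UBQ10 (2.67 and 9.48). The FD and TFL1 summits lay 12 bp apart at ROC3, but 2179 bp apart at GAPC1 and 1223 bp apart at UBQ10. The FD peaks at GAPC1 and UBQ10 ran over the whole gene, with summits in an intron and a coding exon. Root markers had 0 of 18 (adjusted exact p = 0.393), with SHR (3.08) bound by TFL1 alone. Counted without regard to TFL1, FD was above expectation in 16 of the 19 lists, 4 of these 7 included: strigolactone and branching with 8 of 18 members (adjusted exact p = 0.00231), brassinosteroid with 8 of 22 (adjusted exact p = 0.00691), 14-3-3 proteins with 6 of 11 (adjusted exact p = 0.00240) and housekeeping with 8 of 19 (adjusted exact p = 0.00295). Without regard to FD, TFL1 was above expectation in 13 of the 19 lists, 1 of these 7 included: shoot meristem with 6 of 21 (adjusted exact p = 0.0326).

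**Figure D5:**
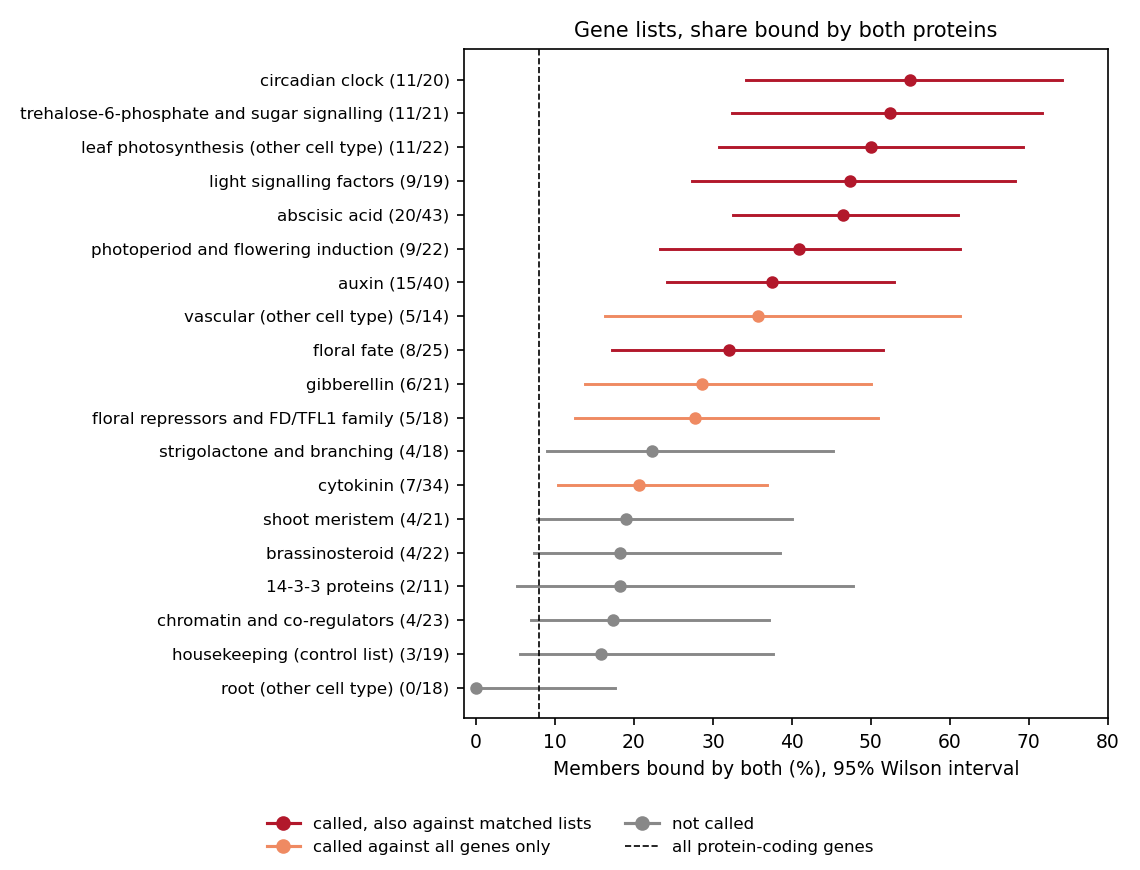
Share of each list's members bound by both FD and TFL1 (x axis, %) with 95% Wilson intervals, for the 19 gene lists (y axis, bound members and list size in brackets); the dashed line marks all protein-coding genes (7.94%). Colours show lists called also against matched random lists, called against all genes only, and not called.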

Values the study reported

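The study reported 3308 TFL1 peaks and 4422 FD peaks. It gave an overlap of 72% for the TFL1 peaks. It found the G-box in more than 84% of TFL1-bound and co-bound peaks by de novo motif analysis. That share counts matches to a motif matrix and the G-box shares above count exact CACGTG, so the values are not directly comparable. It assigned the TFL1 peaks to 3699 genes and the FD peaks to 4493 genes of the Araport11 annotation, with 2699 joint targets. The gene counts above keep protein-coding genes only and give a summit outside genes to the nearest gene, so they are not directly comparable. The study also reported strongly reduced TFL1 occupancy in fd-1, from its ChIP-seq signal and from ChIP-qPCR at LFY.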

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

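The alternatives for G-boxes between FD peaks with and without TFL1, and the fd-1 overlaps without the peak in TFL1, were chosen after the result was seen, and the others beforehand. No paired analysis was possible because the lists used are pooled calls with no values per sample, and leaving out a replicate, which needs values per sample not analysed here, was not run. At a -log10 q of 20 or more the share of TFL1 peaks with an FD peak was 67.8% and of FD peaks with a TFL1 peak 54.6%, and at 50 or more 60.3% and 48.6%. With the 2000 strongest peaks of each list these shares were 58.2% and 57.5%, with summits within 100 bp 65.4% and 49.0%, and with at least 50% of the peak covered the FD share was 45.9%. Fewer peaks in the other list lower such shares by construction; what raised the FD share at 20, and for the strongest peaks, was not tested. The FD list had 1776 and the TFL1 list 1452 peaks at 50 or more, and the fd-1 list 0 at 20 and 0 at 50, so its overlaps had no value there. The overlap ratio was 0.869 with the smallest universe, which by construction puts every possible peak in at least 1 of the lists, and above 1 with every other universe and placement. Of the 827 gTFL1-GFP peaks of highest fold 0.484% were kept in fd-1, and the cause was not tested. The G-box difference between TFL1 peaks with and without FD was 6.12 percentage points at 50 or more (Fisher's exact p = 0.0568), with 165 peaks left without FD. Genes bound by both numbered 3960 when every gene within 4 kb counted and 817 at 50 or more. Of the 19 gene lists, 12 were called, 8 against matched random lists, 8 with assignment within 1 kb and 9 at 50 or more. Of the vascular list, 0 members were bound by both at 50 or more. Summit distance, differences in fold, correlations and G-box shares against unbound positions kept their direction and call under every alternative run. The unknown depth limits all counts of peaks.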

Other observations

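The tests of an even fraction of the gTFL1-GFP signal in fd-1, of TFL1 binding below threshold at FD peaks, and of 1 other sequence at FD summits without the ACGT core were chosen after the result was seen, as were the comparisons of G-box number, flanks and coding exons.

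The number of G-boxes went with peak strength in both lists. TFL1 peaks with 0, 1, 2 and 3 copies of CACGTG within 100 bp of the summit had median folds of 3.43, 4.62, 5.52 and 5.58. FD peaks had 3.36, 4.59, 6.81 and 8.76. Among the genes with 3 copies within 250 bp of the summit, a wider window, were ABI5 and TMAC2, both of abscisic acid signalling, and TPPF. RGA also had 3 copies there, at folds of 3.83 for TFL1 and 8.59 for FD. BIM2 had 4 copies at only 3.90 for TFL1 and 2.41 for FD. No test was run on these medians.

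The balance of both proteins shifted with the bases next to the G-box at shared peaks with 1 G-box within 50 bp of the TFL1 summit. Where GC followed CACGTG on either strand (691 pairs), the median fold was 6.27 for TFL1 and 5.17 for FD. Where TC followed and GC did not (587 pairs), the medians were 5.11 and 5.32, and with other bases (126 pairs) 3.65 and 5.54. LFY has a G-box followed by GC (GGGGAAGTGGCACGTGGCAAAAAGAA). The median log2 ratio of TFL1 to FD fold was 0.71 higher with GC than with other bases and 0.26 higher than with TC (two-sided permutation test across pairs, p = 0.0001 for each, the smallest that 10000 draws can give). The ratios overlapped widely, with quartiles of -0.43 and 0.66 for GC, -0.73 and 0.43 for TC and -1.20 and -0.02 for other bases. The scale of each list cancels in these differences.

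FD peaks without the bZIP core lay in coding exons more often than those with it, whether or not they had a TFL1 peak. Among FD peaks without a TFL1 peak, those without an ACGT core within 50 bp of the summit (1134 peaks) lay in coding exons in 51.2% of cases, against 22.9% of the 939 with the core (odds ratio 3.54, Fisher's exact test, p = 9.72e-41). Among FD peaks with a TFL1 peak this was 26.1% of 330, against 13.6% of 2019 (odds ratio 2.24, Fisher's exact test, p = 5.94e-08). Of the strongest FD peaks without TFL1 in coding exons, those at HSP70, AT5G03380 and AT1G07135 lacked the core and the one at AT5G10695 had it.

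The fd-1 TFL1 peaks were few and weak. Added genomic copies of TFL1 could account for 1 of the 6, the peak in TFL1 itself, and not for the others. Residual recruitment at the sites used with FD is a candidate explanation for part of them: 3 of the 5 peaks outside TFL1 overlapped a gTFL1-GFP peak and held a G-box, those at AT1G69480, near XYL1 and at AGP25. An even fraction of the gTFL1-GFP signal would leave only the strongest gTFL1-GFP peaks, but 2 of the 5, at ERD15 and AT4G29780, overlapped none of the 1000 strongest. Both lay inside genes at strong FD peaks and had no G-box, and their source stays open.

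The pattern of 2372 TFL1 peaks with an FD peak and 936 without was weighed as 1. Lying near start sites of genes could not account for it, since TFL1 peaks placed at the same distances from random start sites gave a mean of 10.3% of the observed overlap and at most 12.2%. TFL1 peaks without an FD peak may hold FD binding too weak to pass the authors' threshold: their share with a G-box differed by -7.95 percentage points from that of peaks with FD, within the 10 points set beforehand, and their TFL1 fold was lower. Weak TFL1 binding leaves strong TFL1 peaks without FD unexplained, such as EMB1303 at a TFL1 fold of 16.5. Of the 1452 TFL1 peaks at a -log10 q of 50 or more, 165 had no FD peak. A G-box lay within 250 bp in 78.2% of these 165, against 84.3% of those with an FD peak. Whether shared controls add to the overlap stays open and was not tested. TFL1 recruitment by proteins other than FD should leave TFL1 peaks in fd-1. Of the 3308 gTFL1-GFP peaks 5 were overlapped by an fd-1 peak. This argues against such recruitment at most TFL1 peaks, as far as the unknown depth of the fd-1 list allows. All 5 fd-1 peaks outside TFL1 overlapped an FD peak, which does not add to that argument. The study describes fd-1 as a null mutant, so FD could not have recruited TFL1 to them.

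FD peaks without a TFL1 peak were the other pattern weighed, and TFL1 binding too weak to pass the threshold at sites of the same kind is unlikely to account for them, since their share with a G-box differed by -43.8 percentage points from that of FD peaks with TFL1 drawn to the same FD fold (22.7% against 66.5%). Signal over transcribed genes left in by a control with another antibody would favour ribosomal protein genes. Of these, 3 of 144 had such a summit, an odds ratio of 0.358 (95% interval 0.0729 to 1.07) against matched genes. This argues against a clear excess at ribosomal protein genes, although the interval holds 1 and rests on 3 summits. Of the housekeeping list 5 of 19 genes had one, against 8.03% of matched genes, which goes the other way. FD was above expectation in 16 of the 19 lists, but that count includes FD peaks with TFL1, so it cannot set this excess aside. Such signal stays open for part of the peaks, as it does at stress-induced genes such as HSP70, which were not tested. FD binding at another sequence than the G-box stays open: CGTGTC passed the bound set beforehand, with 10.3 percentage points more FD-only than unbound windows, but it is the tail of ACGTGTC, so the test did not separate both. In the 1134 windows without ACGT several hexamers passed adjustment, but none reached that bound, and the largest difference, 6.70 percentage points for CTCCAC (10.7% against 3.97%, adjusted exact p = 2.20e-16), argues against 1 other sequence at most of these summits.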
